A study of Schizosaccharomyces pombe with 12 samples.

How the data were processed

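Messenger RNA was sequenced from exponentially growing cultures of the fission yeast Schizosaccharomyces pombe in rich medium (YES) at 30 °C. Per the labels' protocols, total RNA was extracted with a yeast RNA purification kit, and stranded poly(A)-selecting libraries (Illumina Stranded mRNA Prep) were made from 300 ng of total RNA. The 12 libraries fall into 4 groups of 3. The groups are a wild type with the prefix ntu (ntu_WT), a deletion of ntu1 (ntu1_KO), a deletion of ntu2 (ntu2_KO) and a further wild type (wt_WT). Groups and replicate numbers were taken from the sample titles. Per the labels, ntu_WT and both knockouts are h+ and wt_WT is h-. Both knockouts carry ade6-M216, ntu_WT carries ade6-M210 and wt_WT carries another ade6 allele. The labels give both wild types the same strain name despite these different genotypes.

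The authors deposited a table of estimated counts per gene and a table of transcripts per 1e+06 transcripts (TPM) with the same columns. Of the non-zero values of the deposited estimated counts, 91.2% are not whole, and the column totals differ between libraries. Whether these counts were scaled in any way, such as by gene length, is not given in the sources used here. The deposited TPM values sum to 1e+06 in each library. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not given in the sources used here. Reads of near-identical or overlapping genes can therefore be split between them in ways that the tables do not show.

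The table holds 6936 genes. Identifiers were matched to the annotation of assembly ASM294v3, and 6742 matched, 6727 by locus tag and 15 by synonym. The remaining 194 did not match. Since the build behind the tables is not given, the annotation was used for names, chromosomes, neighbours, gene lengths and distance classes only, and no coordinates are printed. Copies were sought by counting the 31-base sequences of each named gene that occur elsewhere in that genome.

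Estimated counts were rounded to whole numbers, which changed no library total by more than 0.0027%. Counts per 1e+06 counts (CPM) used TMM-scaled library sizes. The main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with filterByExpr at a minimum count of 10 and robust fitting. Comparisons among ntu_WT, ntu1_KO and ntu2_KO used 1 fit of those 9 libraries and 5808 genes. The comparison of wt_WT with ntu_WT used 1 fit of all 12 libraries and 5899 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold. The standard error (SE) of a log2 fold change is its size divided by the square root of F. The 5 gene sets were genes within 100 kb of an end of chromosome I or II, Tf2 retrotransposon genes, wtf genes, ribosomal protein genes and non-coding RNA genes. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 15 tests, with fry beside it. The location of called genes was tested with Fisher's exact test. The overlap that shared control libraries give by chance was estimated from 50 simulations of unchanged groups.

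The test was tried on simulated data with 200 genes changed 2- to 4-fold. Over the 4 comparisons edgeR recovered 93% to 94.5% of them at an adjusted p under 0.05, and 8 to 15 unchanged genes passed too. The fold minimum was not applied in this trial, so these numbers do not give the error rate of the calls.

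The comparisons, the gene sets, the rule for named genes and the following alternatives were fixed before the data were examined. The alternatives were DESeq2 size factors or upper-quartile factors, no low-count filter, CPM above 1 in 3 libraries, DESeq2 1.42.0, limma on log2(TPM + 1) for genes with a mean TPM of at least 1, no fold minimum, an adjusted p under 0.01, a test against 1.5-fold (glmTreat), a fit of the compared groups alone, all 12 libraries in the fit, wt_WT as the control, a replicate block, and each library left out in turn. Distances of 50 kb and 200 kb were tried beside 100 kb. Thinning every library to the smallest total was added after the data were seen. A correlation across genes has no replicate spread, so a change in it was judged against the SD of its values with each library left out, a yardstick chosen after the data were seen.

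The rule for named genes takes the deleted genes, marker and mating-type genes, the neighbours of the deleted genes, up to 5 called genes per direction and comparison with CPM that did not overlap between the groups, and up to 10 genes called in the same direction in both knockouts. Other genes are said to be named after their values were seen.

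Library totals ran from 3177147 to 11782294 counts. Where all libraries of a group had 0 counts, the limit was set at 3 counts over the group. Such limits cover counting error only. No column of the tables was left unmapped. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 3.15 to 69.4, so no library was a copy of another in its group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.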

Results

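Transcript levels were measured by poly(A)-selected RNA sequencing in 12 libraries of Schizosaccharomyces pombe, in 4 groups of 3. The question of the series, as its labels state it, is how expression differs between wild-type cells and cells lacking ntu1 or ntu2. The ntu2 product is annotated as a membrane-tethered transcription factor and the ntu1 product as a regulatory protein. Total counts were 5998569, 7556338 and 7265948 in ntu_WT, 5838314, 7501178 and 4709606 in ntu1_KO and 3177147, 6156993 and 5854666 in ntu2_KO. The wt_WT libraries were deeper, at 11308010, 11422370 and 11782294. Ribosomal RNA took 0.371% to 0.699% of the counts in wt_WT and 0.683% to 6.68% in the other 9 libraries.

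The deleted genes were examined first. The ntu1 gene (SPBC16G5.16, chromosome II) had 93.1 ± 3.76 CPM (SD, n = 3) in ntu_WT and 10.4 ± 1.65 CPM in ntu1_KO. Its log2 fold change was -3.17 ± 0.11 (SE; edgeR adjusted p 7.52e-12). The ntu2 gene (SPBC530.08, chromosome II) had 219.02 ± 14.6 CPM in ntu_WT and 45.8 ± 7.44 CPM in ntu2_KO, a log2 fold change of -2.26 ± 0.11 (edgeR adjusted p 4.98e-08). In the other knockout, ntu1 had 93.3 ± 7.75 CPM and ntu2 had 226 ± 22.01 CPM, and in wt_WT they had 98.9 ± 3.62 and 219.1 ± 1.42 CPM. Sequence outside the coding region makes up 24.8% of the exon length of ntu1 and 27.4% of that of ntu2, and the extent of the deletions within the transcripts is not given in the sources used here. The ntu2 gene also overlaps mrl1 on the opposite strand, and whether reads of mrl1 add to the ntu2 counts was not tested. The tested neighbours SPBC16G5.17, SPBC530.07c and mrl1 were not called, with log2 fold changes of -0.04 ± 0.08, -0.09 ± 0.08 and -0.04 ± 0.10 and edgeR adjusted p of 0.999, 0.800 and 0.936. The neighbour SPNCRNA.439 was below the count filter.

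**Figure D1:**
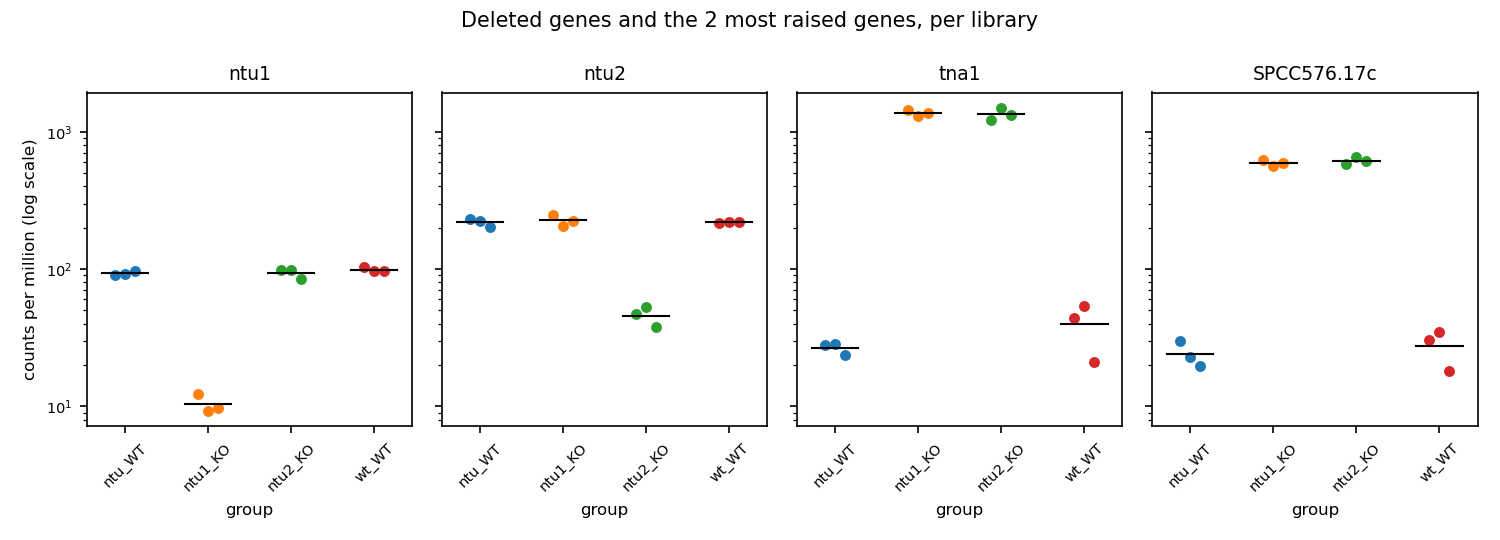
CPM on a shared log axis for ntu1, ntu2, tna1 and SPCC576.17c in each of the 12 libraries, by group; points are libraries and bars are group means. Mean tna1 was 26.7 CPM in ntu_WT and 1374 CPM in ntu1_KO, and each deleted gene was low in its own knockout.

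Other markers matched the labelled genotypes to differing degrees. The ura4 gene (SPCC330.05c) had 0 counts in all 12 libraries, which allows up to 0.146 CPM in ntu_WT and 0.0849 CPM in wt_WT. The mating-type transcript mat2-Pc (SPMTR.01) had 14.4 ± 0.43 CPM (SD, n = 3) in ntu_WT and 0 counts in wt_WT, at least 170-fold lower with the limit set over the group. The transcript mat1-Mc (SPBC23G7.09) had 40.4 ± 2.60 CPM in wt_WT and 9 counts in ntu_WT, all in 1 library, and 0 in both knockouts. All of its 31-base sequences also occur elsewhere in the genome. EdgeR called it in wt_WT against ntu_WT, and 16 of 18 alternatives kept the call. It was lost under DESeq2 (adjusted p 0.196) and under the replicate block in edgeR (adjusted p 0.0527). The transcripts mat2-Pi, mat3-Mm and mat3-Mc had at most 9 counts over either wild-type group and were not tested. The ade6 gene was lower in wt_WT than in ntu_WT by a log2 fold change of -0.32 ± 0.05 (edgeR adjusted p 0.000758), under the 2-fold minimum, and leu1 was not called in any comparison.

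In ntu1_KO against ntu_WT, edgeR called 13 of 5808 genes, 5 higher and 8 lower. Without the fold minimum 43 passed, and 342 had an unadjusted p under 0.05. The alternative that moved the count most was wt_WT as the control, with 59 calls, of which 6 were among the 13. The 5 highest were tna1, SPCC576.17c, SPAC750.01, SPAC186.04c and gdt1. The tna1 gene (SPAC1002.16c, chromosome I, nicotinic acid transporter) rose from 26.7 ± 2.87 to 1374 ± 67.7 CPM (SD, n = 3), a log2 fold change of 5.68 ± 0.10 (edgeR adjusted p 1.06e-15). SPCC576.17c (chromosome III, annotated as a pyridoxine-type transporter) rose from 24.2 ± 5.23 to 591.2 ± 27.9 CPM, a log2 fold change of 4.63 ± 0.11 (edgeR adjusted p 4.50e-12). SPAC750.01 had a log2 fold change of 4.38 ± 0.28 (edgeR adjusted p 4.33e-08), and 37.6% of its 31-base sequences also occur elsewhere, in SPAC977.14c. Its mean was 1.61 CPM in ntu_WT, 33.03 CPM in ntu1_KO and 14.5 CPM in wt_WT. For SPAC186.04c the log2 fold change was 2.26 ± 0.48 (edgeR adjusted p 0.0339), at 2.87 CPM or less in both groups, and its call was lost when any 1 of the 6 compared libraries was left out (edgeR adjusted p 0.0859 to 0.196). Below ntu1 itself, the lowest named genes were SPBCPT2R1.04c at -2.10 ± 0.24, isp4 at -1.57 ± 0.11, pfl9 at -1.53 ± 0.22 and pfl8 at -1.45 ± 0.12, with edgeR adjusted p from 1.44e-07 to 0.00144. Of the 31-base sequences of SPBCPT2R1.04c, 94.7% also occur elsewhere, in 5 other genes. The other called genes were yhb1 (-1.19 ± 0.07) and, named after their values were seen, SPNCRNA.1674 (-1.11, edgeR adjusted p 0.0294) and SPNCRNA.781 (-1.45, edgeR adjusted p 0.0314). The SPNCRNA.781 call was lost when any 1 of the 6 libraries was left out, and that of SPNCRNA.1674 without replicate 2 or 3 of either group. The gdt1 gene, at 2.03 ± 0.27 (edgeR adjusted p 0.0219), was not called without any 1 ntu_WT library or without ntu1_KO replicate 2 or 3 (edgeR adjusted p 0.0732 to 0.166).

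In ntu2_KO against ntu_WT, edgeR called 9 of 5808 genes, 3 higher and 6 lower. Without the fold minimum 44 passed, and 526 had an unadjusted p under 0.05. DESeq2 called 15, and leaving out ntu2_KO replicate 3 gave 22 calls, of which 8 were among the 9. The higher genes were tna1, with 1343 ± 143.2 CPM (SD, n = 3) and a log2 fold change of 5.65 ± 0.10, SPCC576.17c, with 612.02 ± 36.4 CPM and 4.68 ± 0.11, and gdt1, with 75.6 ± 27.1 CPM against 21.2 ± 1.14 and 1.80 ± 0.28. Their edgeR adjusted p were 1.15e-15, 4.01e-12 and 0.0431. Besides ntu2, the lower genes were pfl8 (-1.52 ± 0.13), cmt2 (-1.46 ± 0.30), yhb1 (-1.41 ± 0.07), pfl9 (-1.37 ± 0.23) and isp4 (-1.35 ± 0.11), with edgeR adjusted p from 2.90e-09 to 0.0300. The cmt2 call was lost without any 1 ntu_WT library and without ntu2_KO replicate 2 (edgeR adjusted p 0.0845 to 0.188). The gdt1 call was lost without any 1 ntu_WT library and without ntu2_KO replicate 3 (edgeR adjusted p 0.0734 to 0.263). The pfl9 call was lost without ntu_WT replicate 2 (edgeR adjusted p 0.0674).

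Both knockouts shared 7 calls in the same direction, which were tna1, SPCC576.17c and gdt1 (higher) and pfl8, isp4, pfl9 and yhb1 (lower). In 50 simulations of unchanged groups against the shared control the highest number of shared calls was 1. The log2 fold changes of the 2 knockouts had a Pearson r of 0.523 across 5808 genes, which are not independent replicates. The simulations of unchanged groups gave a mean r of 0.502, from 0.280 to 0.684, so the observed r was no higher than the shared control libraries give. With no shared control library, r was 0.136 with ntu2_KO set against wt_WT and -0.085 with ntu1_KO set against wt_WT, and in each case the shared calls were the 2 genes tna1 and SPCC576.17c.

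Against wt_WT, tna1 had log2 fold changes of 5.11 ± 0.29 in ntu1_KO and 5.08 ± 0.29 in ntu2_KO, and SPCC576.17c of 4.42 ± 0.20 and 4.47 ± 0.20. By the same comparison, gdt1, pfl8, pfl9, isp4 and yhb1 were not called in either knockout. The yhb1 gene was lower than in wt_WT by less than 2-fold, at -0.31 ± 0.07 in ntu1_KO and -0.53 ± 0.07 in ntu2_KO (edgeR adjusted p 0.00919 and 8.96e-05). Both knockouts carry ade6-M216, an allele that neither wild type carries, so the design holds no wild type of the knockouts' own ade6 genotype.

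**Figure D2:**
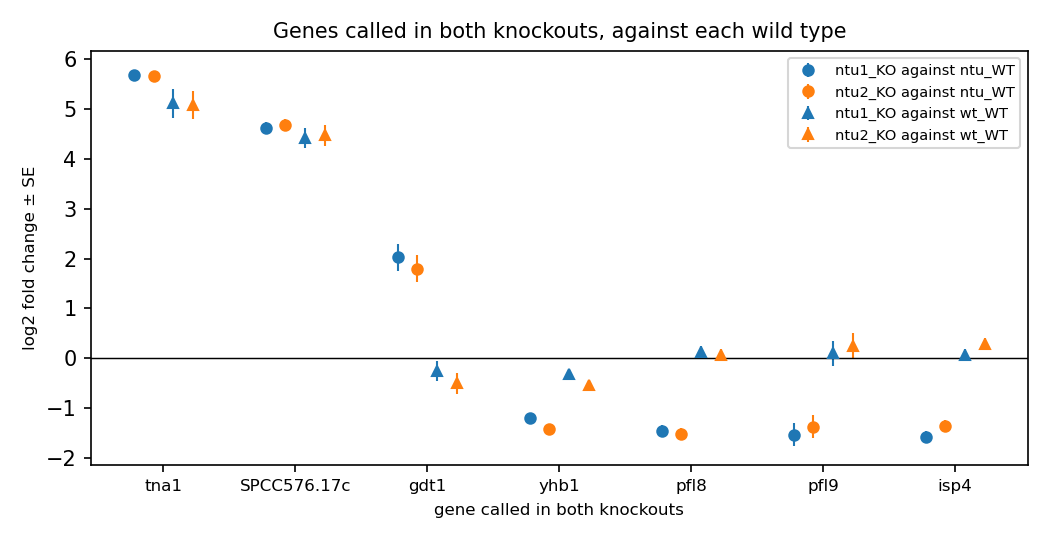
Log2 fold change with its SE for the 7 genes called in both knockouts, against ntu_WT (circles) and against wt_WT (triangles); n = 3 libraries per group. The values of tna1 and SPCC576.17c stay above 4.4 against both wild types, while those of gdt1, yhb1, pfl8, pfl9 and isp4 lie closer to 0 against wt_WT.

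In ntu1_KO against ntu2_KO, edgeR called 6 of 5808 genes, 2 higher and 4 lower, and 387 had an unadjusted p under 0.05. DESeq2 called 12, and leaving out ntu2_KO replicate 3 gave 18, which included the 6. The 2 deleted genes were among them. SPAC750.01 was higher in ntu1_KO, at 33.03 ± 3.44 CPM against 3.44 ± 1.48 (SD, n = 3; log2 fold change 3.33 ± 0.27, edgeR adjusted p 1.94e-06). SPBCPT2R1.04c was lower (-1.83 ± 0.25, edgeR adjusted p 0.00154), as were SPNCRNA.1674 (-1.32 ± 0.23, edgeR adjusted p 0.0325) and SPNCRNA.1561 (-1.25 ± 0.14, edgeR adjusted p 0.000244). SPNCRNA.1674 overlaps SPNCRNA.1673 on the opposite strand, and SPNCRNA.1561 overlaps SPNCRNA.1562 in the same way. The call of SPNCRNA.1674 was lost without ntu2_KO replicate 1 or 2 and without ntu1_KO replicate 2 or 3 (edgeR adjusted p 0.0637 to 0.309).

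The comparison of wt_WT with ntu_WT shows how the wild-type groups differ, whether by strain, sequencing depth or library batch. EdgeR called 61 of 5899 genes, 37 higher and 24 lower in wt_WT, and 486 passed without the fold minimum. The test against 1.5-fold called 27. The highest named genes included mat1-Mc, mfm2 (M-factor precursor, 4.25 ± 0.24, edgeR adjusted p 8.54e-10), SPNCRNA.389 (74 counts in wt_WT and 3 in ntu_WT over the groups), SPAC186.06 (3.34 ± 0.51) and SPBC23G7.10c (3.29 ± 0.59). The lowest were mat2-Pc, snosnR61 (-3.70 ± 0.78; all 8 of its wt_WT counts came from replicate 2, and the fitted value without that library, against a group at 0, was -7.48 and is no bound), cob1 (-3.20 ± 0.77), cox2 (-3.13 ± 0.80) and SPNCRNA.923 (-3.08 ± 0.62). For the 7 genes other than the mating-type genes and mfm2, edgeR adjusted p ran from 0.000845 to 0.0342. All 31-base sequences of SPNCRNA.389 also occur in SPNCRNA.390. The cox2 call was lost when any 1 of the 6 libraries was left out (edgeR adjusted p 0.0678 to 0.137). The cob1 call was lost without ntu_WT replicate 2 or wt_WT replicate 1 or 3 (edgeR adjusted p 0.0571 to 0.0752), and that of SPBC23G7.10c without replicate 2 or 3 of either group (edgeR adjusted p 0.0502 to 0.0556). Of the genes called in both knockouts, gdt1 (2.29), pfl8 (-1.58), pfl9 (-1.63) and isp4 (-1.64) were also called in wt_WT against ntu_WT in the same direction, and yhb1 had a log2 fold change of -0.88.

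Of the higher genes in ntu1_KO, 3 of 5 lay within 100 kb of an end of chromosome I or II in assembly ASM294v3, against 84 of 5749 other placed genes (Fisher's exact test, two-sided, p 3.27e-05; adjusted over 2 tests 6.53e-05). These were SPAC750.01, SPAC186.04c and gdt1, which lie near the same end of chromosome I. All 3 were also called higher in wt_WT against ntu_WT, at 3.20, 1.80 and 2.29. Of the 8 lower genes in ntu1_KO, 4 also lay within 100 kb of an end, as did 4 of the 6 lower genes in ntu2_KO. The number of end genes among the higher genes in ntu1_KO was 2 without ntu1_KO replicate 1 or 2. It was 1 without any 1 ntu_WT library, and 1 without ntu1_KO replicate 3 (Fisher's exact test, p 0.0607). Under DESeq2 it was 5 of 8 (Fisher's exact test, p 3.80e-08) and with wt_WT as the control 4 of 15 (Fisher's exact test, p 6.89e-05). In ntu2_KO it was 1 of 3, gdt1, against 86 of 5751 (Fisher's exact test, p 0.0447; adjusted 0.0447). It was 0 without any 1 ntu_WT library or ntu2_KO replicate 3, and 2 without ntu2_KO replicate 2. Under DESeq2 and with wt_WT as the control it was 3 of 7 (Fisher's exact test, p 0.000112 and 0.000126). Neighbouring genes are not independent. Adjusted over the list alone, 9 of the 87 tested end genes passed both thresholds in ntu1_KO against 7 over all genes, and 7 against 5 in ntu2_KO; these counts include lower genes. In ntu1_KO against ntu2_KO it was 2 both ways. For 862 non-coding RNA genes, 4 passed when adjusted over the list alone in ntu1_KO against 2 over all genes, 0 both ways in ntu2_KO, and 6 against 2 in ntu1_KO against ntu2_KO. No Tf2, wtf or ribosomal protein gene was called either way.

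Of 15 gene set tests with camera, 6 had an adjusted p under 0.05. Genes within 100 kb of an end were lower in ntu2_KO (87 genes, median log2 fold change -0.15, camera adjusted p 8.41e-06), which also held under fry (adjusted p 0.0178). The other 5 did not hold under fry. They were the end genes in ntu1_KO (median -0.07, with the test in the same direction, but a mean of 0.05) and in ntu1_KO against ntu2_KO (median 0.09), the 8 tested Tf2 retrotransposon genes in ntu1_KO (median 0.54), and 138 ribosomal protein genes in ntu1_KO (median -0.08) and in ntu1_KO against ntu2_KO (median -0.05). In the reported fit, camera called neither the 21 tested wtf genes nor the 862 non-coding RNA genes in any of the 3 comparisons. With wt_WT as the control, non-coding RNA genes were called lower in both knockouts (medians -0.10 and -0.08, camera adjusted p 0.00791 and 0.0251). The wtf genes were called higher in ntu2_KO without ntu_WT replicate 1 (camera adjusted p 0.0489) or ntu2_KO replicate 2 (0.0290). The end-gene call in ntu1_KO was lost without ntu_WT replicate 1, ntu1_KO replicate 2 or ntu2_KO replicate 2 (camera adjusted p 0.0972, 0.455 and 0.0925). That in ntu1_KO against ntu2_KO was lost without ntu1_KO replicate 1 (camera adjusted p 0.115). The ribosomal protein call in ntu1_KO against ntu2_KO was lost without ntu1_KO replicate 3 or ntu2_KO replicate 3 (camera adjusted p 0.667 and 0.983). With wt_WT as the control, the medians in ntu1_KO of the Tf2 and ribosomal protein sets were -0.13 and 0.01, and the end-gene call in ntu1_KO was lost (camera adjusted p 0.569). With that control, ribosomal protein genes were called higher in ntu2_KO (median 0.04, camera adjusted p 0.0391), against a median of -0.04 with ntu_WT as the control (not called, camera adjusted p 0.0568). Without 1 library, the Tf2 median in ntu1_KO was lowest, at 0.31, without ntu1_KO replicate 3. The ribosomal protein median in ntu1_KO was closest to 0, at -0.04, without ntu_WT replicate 3.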

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

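The tests of a label exchange and of a fixed share of the reads of SPAC977.14c were chosen after the results were seen. The 6 genes below were singled out because the direct comparison of the knockouts found a different level in each. Of the 10 splits of the 6 knockout libraries, 2 gave as many called genes as the labelled one, itself included, so chance cannot be excluded for the number of calls. The other such split put ntu2_KO replicates 1 and 2 with ntu1_KO replicate 1.

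The ntu1 (log2 fold change -3.17) and ntu2 (2.31) genes differed as their deletions require. An exchange of knockout labels is argued against, because every other library of the 9 held at least 3.86 times the level of the highest knockout library for the deleted gene. The biological explanation, the deletion, stays as the one the labels give.

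SPAC750.01 (3.33) and SPBCPT2R1.04c (-1.83) share sequence with other genes. Counts summed with the copies gave log2 fold changes of 0.11 and -0.15. These sums decide nothing. A change of the gene alone would have moved them by only 0.04 and -0.36, so the 2-fold change set as the criterion could not have been met. Whether reads were split between copies cannot be told apart from a change in the gene. A fixed share of the reads of SPAC977.14c is argued against as the source of SPAC750.01 counts. The lowest share in ntu1_KO was 5.39 times the highest in ntu2_KO, with ranges of 2.39% to 3.23% and 0.162% to 0.444%. The share was 1.28% to 1.54% in wt_WT and 0.112% to 0.234% in ntu_WT, so the wild types differ too. A strain difference at this chromosome end may therefore be involved and was not tested.

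SPNCRNA.1674 (-1.32) may not have changed on its own. The overlapping SPNCRNA.1673 changed by -1.32 ± 0.28 as well (edgeR unadjusted p 0.000231), which is consistent with reads shared between them or with a joint change. The call of SPNCRNA.1674 was also lost without ntu2_KO replicate 1 or 2 and without ntu1_KO replicate 2 or 3 (edgeR adjusted p 0.0637 to 0.309). SPNCRNA.1561 (-1.25) differs from this. Its overlapping gene SPNCRNA.1562 moved the other way, by 0.53 ± 0.35, and had 4.74 CPM in ntu1_KO and 3.43 CPM in ntu2_KO against 15.6 and 36.9 CPM for SPNCRNA.1561. This argues against reads of that gene as the source. Its level was 22.9 CPM in ntu_WT and 32.3 CPM in wt_WT, between those of the knockouts, and against ntu_WT it changed by -0.57 ± 0.14 in ntu1_KO (edgeR adjusted p 0.111) and by 0.68 ± 0.14 in ntu2_KO (edgeR adjusted p 0.0267), both under the 2-fold minimum, so which knockout moved stays open.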

How the results depend on the processing

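The alternative of thinned libraries was chosen after the data were seen; the others were not. The cause of a change was not tested unless given. Among 45 results for named genes under their alternatives, 19 kept direction and side of the threshold throughout. Of 867 values, 766 did so, 77 kept direction but lost the call, 1 gained it and 23 changed sign. The calls of ntu1, ntu2, tna1, SPCC576.17c, SPAC750.01 and SPBCPT2R1.04c held under every alternative run, wt_WT as the control included where it applied. DESeq2 size factors and upper-quartile factors gave the same genes as TMM in all 4 comparisons.

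For ntu1_KO against ntu_WT (13 calls), no fold minimum gave 43 and wt_WT as the control gave 59, with 9 to 13 when a library was left out. For ntu2_KO (9 calls), DESeq2 gave 15, no fold minimum 44 and wt_WT as the control 25, with 6 to 22 when a library was left out; the 22 came without ntu2_KO replicate 3 and the 6 without ntu_WT replicate 2. For ntu1_KO against ntu2_KO (6 calls), DESeq2 gave 12, with 5 to 18 when a library was left out, the 18 without ntu2_KO replicate 3. For wt_WT against ntu_WT (61 calls), no fold minimum gave 486, an adjusted p under 0.01 gave 38 and the test against 1.5-fold gave 27, with 42 to 52 when a library was left out. At the unchanged threshold, the fit of the compared groups alone gave 85 calls, 60 of them among the 61, no low-count filter gave 71 and DESeq2 gave 68. No fold minimum and the stricter thresholds change counts by their construction.

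The 7 shared calls became 27 without the fold minimum and 2 when ntu2_KO or ntu1_KO was set against wt_WT, with 5 to 8 when a library was left out. The correlation of log2 fold changes (0.523) was 0.136 with ntu2_KO against wt_WT and reversed to -0.085 with ntu1_KO against wt_WT, where no control library is shared. It ran from 0.388 (without ntu1_KO replicate 2) to 0.649 (without ntu_WT replicate 1).

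Chromosome-end genes among the higher calls of ntu1_KO (3) numbered 1 to 2 when a library was left out, and rose to 5 of 8 under DESeq2 and 4 of 15 with wt_WT as the control. In ntu2_KO (1), the number stayed 1 at 200 kb (Fisher's exact test, p 0.141) and without the fold minimum (p 0.328, exact), and ran from 0 to 2 when a library was left out. It rose to 3 of 7 both under DESeq2 (Fisher's exact test, p 0.000112) and with wt_WT as the control (Fisher's exact test, p 0.000126). Of the 6 gene set calls, 1 held under fry, and 5 to 8 were called when a library was left out. Of the sets not called in ntu2_KO, Tf2 was called higher under 3 of 13 alternatives, wtf higher under 2, ribosomal protein genes lower under 4 and higher under 1, and non-coding RNA genes lower under 1. In ntu1_KO, non-coding RNA genes were called lower under 1. With wt_WT as the control, medians in ntu1_KO reversed for Tf2 (-0.13) and ribosomal protein genes (0.0085). The ribosomal set in ntu1_KO against ntu2_KO had medians of -0.0615 to -0.0022 when a library was left out, and its tested direction reversed without ntu2_KO replicate 3.

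With wt_WT as the control, gdt1 reversed to -0.26 in ntu1_KO and -0.50 in ntu2_KO, isp4 to 0.068 and 0.29, pfl9 to 0.10 and 0.25, and pfl8 to 0.12 and 0.057. The other sign changes were of genes not called and near 0. For leu1 in ntu1_KO the value was -0.0119 with wt_WT as the control and -0.0035 after thinning, and in ntu2_KO it was 0.0387 under limma. For SPBC16G5.17 it was 0.0485 with wt_WT as the control and 0.0635 after thinning. When a library was left out, leu1 ran from -0.0192 to 0.0330 in ntu1_KO, from -0.0799 to 0.0530 in ntu2_KO and from -0.0074 to 0.0506 in wt_WT. Over the same settings ade6 in ntu2_KO ran from -0.0174 to 0.0389, SPBC16G5.17 in ntu1_KO from -0.0953 to 0.0239 and mrl1 in ntu2_KO from -0.0803 to 0.0054.

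No pairing of the libraries by replicate number was seen, though a weak shared effect is not excluded. Deviations from the group means of same-numbered libraries correlated at -0.16 to 0.098, and 0 of 18 pairs exceeded 0.1. The replicate block gave 13, 9, 6 and 63 calls in the 4 comparisons. Under the replicate block the number of chromosome-end genes in ntu2_KO was 0 (Fisher's exact test, p 1). Of the named genes, gdt1 in both knockouts (adjusted p 0.128 and 0.128) and mat1-Mc (0.0527) passed no longer in edgeR with the block.

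Depth limits the low genes. After thinning to the smallest total, 41 genes were called in wt_WT against ntu_WT, 35 of them among the 61. SPNCRNA.1674, SPNCRNA.781, cmt2, cox2 and SPNCRNA.923 were no longer called then, with fewer counts per gene, and SPAC186.04c, cob1 and SPNCRNA.389 fell under the count filter and gave no value. The genes ura4, mat2-Pi, mat3-Mm, mat3-Mc and SPNCRNA.439 were under it from the start.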

Other observations

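Of the tests in this part, the splits of the libraries were chosen before any split was run, the sum of tlh1 and tlh2 was chosen after the rise of tlh2 was seen but before the sum was computed, and the others, thinning and the use of planned settings to test an explanation included, were chosen after the results were seen. Chance cannot be excluded by splits of 6 libraries, since 10 splits give a share of at least 0.1. For ntu1_KO against ntu_WT 1 of 10 splits, the labelled one, gave 13 calls and the other 9 gave 0. For ntu2_KO it was 1 of 10, with 0 to 3 calls in the others, and for wt_WT against ntu_WT it was 1 of 10, with 0 calls in the others.

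The rise of tna1 and SPCC576.17c in both knockouts is the largest change among the genes that edgeR called in each knockout. A difference particular to the ntu_WT libraries is argued against, since the lowest of the 4 log2 fold changes against wt_WT was 4.42. Reads shared between the 2 genes are argued against, since they share 0 of their 31-base sequences. A rise of the surrounding chromosome stretch as a whole, of the size seen for the 2 genes, is argued against. The highest median log2 fold change of the 10 nearest tested genes was 0.17. A rise of only some neighbours is not addressed, because a median does not show it. The neighbour urg2, named after its values were seen, rose by 1.05 and 1.01, and the next genes urg3 and urg1, also named after their values were seen, had higher mean levels in both knockouts too. The urg3 level was 114.8 CPM in ntu_WT, 173.6 in ntu1_KO and 167.9 in ntu2_KO, and the urg1 level was 48.2, 81.9 and 59.6 CPM. All 3 were higher still in wt_WT, at 231.6 CPM for urg2, 186.9 for urg3 and 148.3 for urg1, where tna1 was not called against ntu_WT. A background shared by the knockouts through ade6-M216 or their parent strain cannot be told apart from an effect of the deletions, because no wild type carries that allele. The knockouts differed by at most 0.052 on the log2 scale for these genes, which both explanations allow. A common role of Ntu1 and Ntu2 in holding these transporter genes low is a hypothesis that a wild type with ade6-M216 could test.

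The genes gdt1, pfl8, pfl9 and isp4 were called in both knockouts against ntu_WT, but 0 of the 4 was called against wt_WT. This is consistent with a difference particular to the ntu_WT strain or its cultures, since wt_WT differed from ntu_WT in the same direction. For yhb1 the log2 fold change against wt_WT reached -0.53 ± 0.07 (edgeR adjusted p 8.96e-05), between no change and the change against ntu_WT, so the 2 cannot be told apart. Mating type was tested in 2 ways. The first asked for no mat1-Mc counts in the 9 ntu libraries and found 9, all in ntu_WT replicate 3, which decides nothing. The second found mat2-Pc in all 6 knockout libraries, with a lowest count of 21 against 0 in wt_WT, which argues against a mating-type difference between the knockouts and ntu_WT. The level of mat2-Pc was nevertheless lower than in ntu_WT, by log2 fold changes of -0.60 ± 0.24 in ntu1_KO and -0.90 ± 0.25 in ntu2_KO, not past the threshold (edgeR adjusted p 0.737 and 0.171). The ade6-M210 allele, which only ntu_WT carries, was not tested.

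The subtelomeric helicase gene tlh2, named after its values were seen, had 0.113 CPM in ntu_WT, 1.18 CPM in wt_WT, 26.8 ± 23.7 CPM (SD, n = 3) in ntu1_KO and 27.4 ± 5.49 CPM in ntu2_KO. It was not called by edgeR, with adjusted p of 0.0815 and 0.0803, and was called in both knockouts by DESeq2 and by edgeR with all 12 libraries in the fit or with wt_WT as the control. In ntu1_KO, edgeR also called it without replicate 2, the library with its highest level, and in ntu2_KO with only the compared groups in the fit. A split of reads with the near-identical tlh1 is argued against. The lowest sum of both in a knockout library was 12.4 CPM, against at most 0.336 in ntu_WT, although edgeR did not call the sum either (adjusted p 0.0770 and 0.0778). A rise shared by end genes in general, of the size seen for tlh2, is argued against. The median log2 fold change of 22 genes within 50 kb was 0.12 in both knockouts. Its bootstrap intervals were -0.12 to 0.48 in ntu1_KO and -0.10 to 0.68 in ntu2_KO. The sum of tlh1 and tlh2 rose by 6.47 ± 1.06 and 6.48 ± 1.07. A rise of only some end genes is not addressed, because a median does not show it. In ntu1_KO, called genes within 50 kb moved both ways. SPAC750.01 (4.38), SPAC186.04c (2.26) and gdt1 (2.03) were higher, and SPBCPT2R1.04c (-2.10) was lower. The 87 tested genes within 100 kb were lower in ntu2_KO (median -0.15, fry adjusted p 0.0178). A difference in chromosome-end sequence between strains is a candidate explanation that these tables cannot address.

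For the 61 calls in wt_WT against ntu_WT, depth as the whole cause is argued against, since 35 of them remained with all libraries thinned to the smallest total. A library batch as the cause of the mat1-Mc and mat2-Pc differences is argued against, since these follow the labelled mating types. All 9 ntu libraries had mat2-Pc counts and wt_WT had 0, at least 170-fold lower than ntu_WT with the limit set over the group. It is argued against in the same way for the M-factor gene mfm2, whose level in every wt_WT library was at least 8.11 times that in any ntu library. For gdt1, pfl8, pfl9 and isp4 a batch that parts wt_WT from the ntu libraries is argued against as the whole cause, since each knockout differed from ntu_WT in the direction of wt_WT by a log2 fold change of at least 1.35 in size. For the remaining 54 called genes as a set, a library batch cannot be told apart from the strain. Among them, SPAC750.01 and SPAC186.04c were also called higher in ntu1_KO against ntu_WT, by 4.38 ± 0.28 and 2.26 ± 0.48. In ntu2_KO they were not called, at 1.05 and 1.31. The argument used for gdt1, pfl8, pfl9 and isp4 therefore extends to them in ntu1_KO only, and the SPAC186.04c call was not stable there. The first principal component, with 25.8% of the variance, parted wt_WT from the other 9 libraries, and no batch label is given.

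Mitochondrial counts varied with the ribosomal RNA share. Across the 9 ntu libraries Pearson r was 0.991 (exact permutation p 3.03e-05) and Spearman rho 0.933 (exact permutation p 0.000750), 1 relation tested. Without ntu1_KO replicates 1 and 2, the farthest from the median share, r was 0.934, and within groups it was 0.992. Carry-over of RNA without a poly(A) tail is a candidate explanation for both, and may bear on the lower cob1 and cox2 in wt_WT, where the ribosomal share was low. No biological explanation was tested.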
